# Comparative Transcriptomes of the Body Wall of Wild and Farmed Sea Cucumber *Isostichopus badionotus*

**DOI:** 10.3390/ijms22083882

**Published:** 2021-04-09

**Authors:** Roberto Martín-Hernández, Rossanna Rodríguez-Canul, Nuvia Kantún-Moreno, Miguel A. Olvera-Novoa, Oscar Medina-Contreras, Cristobal Garikoitz-Legarda, Juan Carlos Triviño, Jesús Alejandro Zamora-Briseño, Víctor May-Solis, Alicia Poot-Salazar, Juan Antonio Pérez-Vega, Judit Gil-Zamorano, George Grant, Alberto Dávalos, Leticia Olivera-Castillo

**Keywords:** gene expression, RNA-sequencing, holothurids, transcriptome, sea cucumber, aquaculture

## Abstract

Overfishing of sea cucumber *Isostichopus badionotus* from Yucatan has led to a major population decline. They are being captured as an alternative to traditional species despite a paucity of information about their health-promoting properties. The transcriptome of the body wall of wild and farmed *I. badionotus* has now been studied for the first time by an RNA-Seq approach. The functional profile of wild *I. badionotus* was comparable with data in the literature for other regularly captured species. In contrast, the metabolism of first generation farmed *I. badionotus* was impaired. This had multiple possible causes including a sub-optimal growth environment and impaired nutrient utilization. Several key metabolic pathways that are important in effective handling and accretion of nutrients and energy, or clearance of harmful cellular metabolites, were disrupted or dysregulated. For instance, collagen mRNAs were greatly reduced and deposition of collagen proteins impaired. Wild *I. badionotus* is, therefore, a suitable alternative to other widely used species but, at present, the potential of farmed *I. badionotus* is unclear. The environmental or nutritional factors responsible for their impaired function in culture remain unknown, but the present data gives useful pointers to the underlying problems associated with their aquaculture.

## 1. Introduction

Sea cucumbers (Phylum Echinodermata, Class Holothuroidea) are a diverse group of benthic marine invertebrates that inhabit intertidal to abyssal zones in temperate and tropical oceans worldwide [1]. There is a high demand for them in Asian markets, where sea cucumber are widely used as a luxury seafood and in traditional medicines. They are also a rich source of potential health-promoting factors such as fucosylated chondroitin sulphates, collagens, peptides, and sphingolipids, among others [2,3]. Overall, this has led to over-fishing of wild stocks and depletion of some species [4], including *Isostichopus badionotus* from the Caribbean Sea and Gulf of Mexico. In fact, capture of *I. badionotus* from off the coast of the Yucatan State has been so intense in recent years that federal regulatory authorities have implemented protective measures to prevent the regional extinction of the species [5,6]. This was vital not only to preserve stocks but also to protect the local marine environment since sea cucumbers recycle nutrients and break down detritus and other organic matter on the sea bottom and have a critical role in maintaining the marine ecosystems [4,7].

Farming of *I. badionotus* could in part alleviate this problem by offering a readily available commercial source of mature sea cucumbers or alternatively by providing seed animals for restocking and regeneration of wild populations. Cultivation studies are ongoing [8,9,10]. In these, animals are kept in indoor fiberglass tanks in a closed recirculating system with a temperature maintained at a range between 24–26 °C and a 13:11 (light:dark) photoperiod [8]. The main feed offered is macroalgae-based, with most diets including a mixture of *Ulva* sp., *Sargassum* sp. *and Macrocystis* sp., with fatty acid-rich supplements [8]. Under these conditions most *I. badionotus* survive, go through larval development, and slowly grow and mature as juveniles and adults [8,9,10].

Much of the therapeutic and commercial potential of sea cucumber lies in the range of health-modulating factors that are expressed by it [2,3]. However, the profile, yield, and reactivity of constituent bioactive factors are dependent on the exact metabolic state of the sea cucumber and individual compounds may be reduced, lost, or produced in inactive forms if host metabolism is disturbed. While *I. badionotus* has been shown to grow in culture, little is known about its metabolic state during cultivation and hence its capacity to produce functional health-promoting components.

Omics approaches, such as high-throughput RNA sequencing and subsequent bioinformatics analyses, have provided useful insights into the biology of sea cucumber species. For example, the de novo transcriptomic assembly of *A. japonicus* has identified key genes associated with important traits such as disease response, color variation, growth, and development [11,12,13,14]. 

In the present study, the transcriptome of body wall tissue from *I. badionotus* from Yucatan has been described for the first time. In addition, a comparison between the transcriptomes of wild (captured) and farmed age-equivalent *I. badionotus* has been done to assess the similarity/dissimilarity in their metabolic profiles.

## 2. Results

### 2.1. Samples

Adult *Isostichopus badionotus* (Holothuria) were collected off the coast of the state of Yucatan, Mexico. The organisms were placed in individual plastic bags containing sea water from the collection site and kept at 22 to 24 °C, the average water temperature at the collection site during transport to the laboratory. The individual lengths and body weights were measured (Supplementary Table S1) and four representative animals (14–25 cm, 160–420 g), whose ages were estimated at approximately two years by the procedures of Poot-Salazar et al., 2014 [15], were selected for transcriptome analysis.

*I. badionotus* brood-stock had been collected previously from the same location and transported to the Sea Cucumber Aquaculture Laboratory, Telchac Puerto Marine Station, CINVESTAV. The animals were kept in indoor fiberglass tanks at 24–26 °C under a photoperiod of 13:11 (light:dark), to simulate summer conditions and fed algae-based meals in accordance with recommended procedures [8].

Brood-stock maintained under these culture conditions spawned spontaneously during the normal reproductive season of July to November without induction [9]. When spawning occurred, gametes were collected for artificial fertilization and incubated in 250 L fiberglass tanks. Larval feeding was done with live microalgae produced in situ, and commercial microalgae concentrates [8,9]. 

Early juveniles were transferred to fresh fiberglass tanks for subsequent growth. They were fed a mix of algae supplemented with periodic additions of live and concentrated diatoms, following published protocols [10]. Four representative first generation individuals of approximately two years of age were taken for transcriptome analysis (5–7 cm, 17–43 g) (Supplementary Table S1).

### 2.2. Transcriptome Sequencing

Eight cDNA libraries were generated from the *I. badionotus* body wall mRNA for comparative transcriptomic analysis between the two sea cucumber groups: wild adult (~two-year-old) specimens (4 cDNA libraries) and two-year-old farmed animals born and reared in captivity (*n* = 4). 

Total RNA was extracted from individual body wall samples using TRIzol Reagent. Preparations with an RNA integrity number (RIN) >7.0 were taken forward for cDNA library preparation. mRNA isolation, cDNA synthesis, and library preparation were done using the TruSeq Stranded mRNA Sample Preparation Kit. The quality and size distribution of the cDNA libraries was validated using a TapeStation Genomic DNA system. 

The libraries were processed with Illumina deep-sequencing. After paired-end sequencing, a total of 320,540,514 raw reads with a 76 bp average length were acquired, with four libraries corresponding to wild adult specimens: 74,199,152 (Wild1), 83,116,920 (Wild2), 77,041,560 (Wild3) and 86,182,882 (Wild4). These were used for de novo transcriptome assembly. Raw data quality is described in Supplementary Table S2. The raw reads were deposited in the Sequence Read Archive (SRA) in the GenBank database, linked to BioProject PRJNA639785 (https://www.ncbi.nlm.nih.gov/bioproject/PRJNA639785 accessed on 16 June 2020), which also includes the sequences resulting from transcriptome assembly. A total of 293,055,064 raw reads with a 150 bp average length were obtained from farmed individuals: 39,511,252. The raw reads from the farmed individuals were used to evaluate differential gene expression and are available in the GEO database with ID GSE157183 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE157183 accessed on 1 September 2020). 

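Body wall RNA of 6 captive I. badionotus was sequenced as paired ends and counted per assembled transcript. By the sample labels 4 of these animals were juveniles and 2 were adults adapted to captivity, while the design text of the series describes all of them as farmed juveniles. The paper describes its farmed group as 4 first generation animals of about 2 years of age, read at 150 nt. The 4 juveniles were therefore taken as the farmed animals, and the adults are reported beside them. Age and read length of the adults are not given in the sources used here. The authors aligned the reads with HISAT2 to the transcriptome assembled from wild animals and kept uniquely matching reads. The version of HISAT2 is not given in the sources used here, and the paper's text does not name the counting program. The deposited values are whole-number counts for 129776 transcripts of 80132 assembled loci, from 100 to 10557 nt in length, and 22406 of these transcripts have no count in any of the 6 animals. Counts summed to 31742950, 21714696, 29960253 and 28373736 in juveniles 1 to 4, and to 23771295 and 26189571 in adults 5 and 6. Levels are given as CPM on library totals scaled by TMM in edgeR, with factors of 1.12, 1.04, 1.13 and 1.32 in the juveniles and 0.973 and 0.586 in the adults. Each animal is 1 replicate.
No wild library was analysed here, so the paper's test of wild against farmed animals was not repeated. A wild level was instead derived for each annotated transcript of Table S8, as the mean of the 6 captive animals divided by the paper's fold change. All 6 animals were used because the farmed levels implied by Table S8 differed from their mean with an SD of 0.0398 on the log2 scale across transcripts, against 0.496 for the 4 juveniles alone. This choice was made after those values had been seen. The mean of the 6 animals thus carries the paper's own change, and the data add the position of each animal.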

### 2.3. De Novo Transcriptome Assembly

Processed paired-end reads obtained from the wild sea cucumber specimens were used for de novo assembly. As low k-mer values are prone to introduce false contigs, and it is recommended to use a maximum k-mer size corresponding to 2/3 of the read length to allow enough overlapping, a range of k-mers between 23 and 51 was tested in order to capture short and longer transcripts with sufficient coverage (Figure 1). Following selection of the best assemblies based on N50 values (Supplementary Table S3), and merging and filtering contigs shorter than 100 bp, the merged assembly produced with Velvet included 148,431 contigs. Contig size ranged from 101 to 6957 bp, with a 384.9 bp average length (Supplementary Figure S1A). The relationship between contig size and contig coverage exhibited a positive trend, with a 5.52 mean coverage value (Supplementary Figure S1B).

Oases was used for the scaffolding step. Therefore, after filtering redundant sequences exploiting pairing information of reads to further connect contigs, and producing transcript isoforms, the final assembly was reduced to 132,257 consensus sequences, representing a total of 81,784 unique loci or unigenes (Supplementary Table S4). Average unigene length was 679 bp, with a maximum of 10,560 bp and a N50 value of 1219.

Quantitative measurement of transcriptome assembly process completeness was done with the BUSCO software, which is based on sets of Benchmarking Universal Single-Copy Orthologs from OrthoDB [16]. The utilized lineage-specific library corresponds to Eukaryota. We were able to completely recover a total of 278 BUSCO genes, thus achieving a 65% of completeness. In addition, this tool was used to compare our de novo transcriptome assembly with two other sea cucumber species belonging to *Apostichopus japonicus* transcriptome shotgun assemblies (Acc. IDs: GFKU00000000.1 and GHCH00000000.1) available online on Genbank, part of the NCBI Nucleotide database.

Two of the GenBank assemblies slightly outperformed our assembly in terms of complete identified BUSCOs (Figure 2), but neither was able to recover the full set of 429 eukaryote orthologs. Our assembly also exhibits a significant reduction in the number of duplicated BUSCOs, probably due to removal of duplicated reads during the de novo assembly process. Further differences may be due to the tool chosen for de novo assembly, since the two GenBank assemblies were produced with the Trinity de novo assembly tool [17].

### 2.4. Transcriptome Annotation

BLAST analyses of the 132,257 non-redundant assembled transcripts were run against different databases. A total of 5275 assembled transcripts had hits with 3599 unique sequences from the NT database, while 21,783 had hits with 12,609 unique protein sequences from the Uniprot database. GO functional annotation resulted in annotation of 11,425 unique transcripts with 7390 highly specific GO terms and KEGG enzyme IDs (Figure 3). Comparing these results to those reported by a previous transcriptome assembly of a closely related species [14], the amount of functionally annotated genes against GO database is very similar. However, the above-mentioned study reported higher annotation rates against NT and Uniprot databases. This fact might be explained by the low level of gene duplication and higher gene missingness of the transcriptome assembly generated in this research (Figure 2), as well as by the use of a different assembler.

RNAcentral analysis produced 218 potential RNAs, of which 84 corresponded to ribosomal RNAs, 80 to long non-coding RNAs, 34 to miscellaneous RNAs, 8 to transfer RNAs and 4 to antisense RNAs. A small fraction was identified as small nucleolar RNAs (*n* = 3). One RNA was a precursor and another a bacterial transfer-messenger RNA, while three sequences remained as unclassified RNAs (data not shown)

### 2.5. Gene Ontology (GO) Classification

Assigned GO terms for the wild sea cucumber assembled transcriptome were distributed among highly specific biological processes (3071), molecular functions (2077), and cellular components (736) (Supplementary Table S5). Among the biological processes, the top three most frequent terms were GO:1901671 (“positive regulation of superoxide dismutase activity”) (149), GO:1904247 (“positive regulation of polynucleotide adenylyltransferase activity”) (94) and GO:0043547 (“positive regulation of GTPase activity”) (59). For molecular functions, GO:0015020 (“glucuronosyltransferase activity”) (57), GO:0003887 (“DNA-directed DNA polymerase activity”) (51) and GO:0004722 (“protein serine/threonine phosphatase activity”) (41) were the most frequent terms. For cellular components, GO:0030964 (“NADH dehydrogenase complex”) (12), GO:1990316 (“ATG1/ULK1 kinase complex”) (10) and GO:0045275 (“respiratory chain complex III”) (9) were the most frequent (Figure 4).

### 2.6. Differentially Expressed Genes between Wild and Farmed Sea Cucumbers

Sequenced reads from each individual were mapped to the reference transcriptome to quantify gene expression of body wall samples in both groups (Table 1). In addition, reads obtained from wild specimens were mapped against the two previously tested transcriptome assemblies (GFKU00000000.1 and GHCH00000000.1), and against a publicly available *Apostichopus japonicus* genome assembly (ASM275485v1), thus obtaining spurious overall alignment rates (Supplemental Table S6). Results from this comparative analysis highlight a significant genomic difference between sea cucumbers from the *Apostichopus* and *Isostichopus* genus. Furthermore, a sample (W2) showing the higher alignment rate on ASM275485v1 genome assembly was selected to evaluate the most highly expressed genes which were detected (Supplemental Table S7).

In transcript counting per analyzed sample, only reads showing a unique match to the transcriptome reference were counted as valid alignments (MAPQ = 60). 

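Mitochondrial RNA held a large part of the uniquely matched reads in every captive animal. The 148 transcripts of 9 loci that Table S8 pairs with mitochondrial sequence took 14.2%, 21.5%, 14.6% and 14.0% of the counts of juveniles 1 to 4, and 20.1% and 21.7% in adults 5 and 6. Of the 5 most abundant transcripts of the juveniles, transcript 24 of locus 5720 (160 nt) and transcript 5 of locus 761 (181 nt) match the mitochondrial 16S rRNA, the large-subunit RNA of the mitochondrial ribosome. They stood at 19639 ± 4541 and 19843 ± 5896 CPM (SD, n = 4 juveniles), against 27731 and 61977 CPM for the first and 31166 and 60564 CPM for the second in adults 5 and 6. Transcript 42 of locus 761 (20531 ± 5131 CPM), transcript 3 of locus 5720 (19223 ± 4892 CPM) and transcript 110 of locus 624 (18489 ± 2644 CPM) are given no name in the annotated sheets of Table S8. In adult 6 the 10 most abundant transcripts together took 34.8% of counts, against 16.2% to 23.7% in the juveniles and 23.3% in adult 5. A locus of which a pair of transcripts match 28S ribosomal RNA in Table S8 took 0.641%, 0.488%, 5.43% and 1.06% in juveniles 1 to 4, and 2.25% and 8.85% in adults 5 and 6. The widest 95% Wilson interval of these shares is 0.0182 percentage points to either side, which covers counting error only. Of loci 761, 5720 and 624, 12, 9 and 40 assembled transcripts were counted, so counts of unique matches within a locus depend on which stretches are unique to one transcript, and levels of single transcripts there are uncertain.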

For differential expression assessment, only transcripts detected in both groups were considered for differential expression.

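In the farmed animals 17426 transcripts reached 3 CPM, from library totals, in at least 3 of the 4 juveniles. The collagen transcripts of loci 120715 (137 nt) and 25649 (800 nt) did not, with a mean of 1.77 ± 1.24 and 1.26 ± 0.966 TMM-scaled CPM (SD, n = 4 juveniles). The stress kinase MAPK14-1, the calcium channel TRPM2-like and the kinase EIF2AK3 did, in all 4 juveniles. Single animals had 19529, 16323, 19743 and 22452 transcripts at this level in juveniles 1 to 4, and 16017 and 11101 in adults 5 and 6. Transcripts with at least 1 count came to 87244, 74230, 87052 and 89887 in the juveniles, and to 70513 and 63117 in the adults. Recovery depended on length: of the 7694 transcripts in the shortest length class, 100 nt or more and under 120 nt, 87.2 ± 4.35% (SD, n = 4 juveniles) had no count, while among the 27527 of 1000 nt and over the share without a count was 5.69%, 9.58%, 6.01% and 5.01% in juveniles 1 to 4. With a minimum of 1 CPM the number of transcripts was 30622. The wild side of the paper's filter, 3 CPM in at least 3 samples of both groups, was not analysed here.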

Of the 132,257 newly assembled consensus transcript sequences from wild *I. badionotus*, consistent expression of 18,449 transcripts was detected across all the analyzed samples from both groups. From these, a total of 3760 transcripts (20.4%) were found to be differentially expressed between the wild and farmed groups (Figure 5a); the False Discovery Rate threshold was significant (FDR < 0.05) and a log2 fold change threshold was used. Of these transcripts, only 303 were known sequences showing a hit in the NT database (Supplementary Table S8). 

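The annotated transcripts that the paper lists as higher in farmed animals lay above the derived wild level in juveniles and in captive adults alike. Of these 225 transcripts, 222 were above it in all 6 animals and 3 in 5 of them. The 101 listed as lower were below it in all 6. The higher transcripts had a median log2 change of 2.02 in the juveniles (quartiles 1.72 and 2.49) and 2.41 in the adults (quartiles 2.04 and 3.10). The lower transcripts had a median of -2.32 in the juveniles (quartiles -2.94 and -1.86) and -2.71 in the adults (quartiles -3.55 and -2.28). By animal, medians of the higher transcripts were 1.88, 1.88, 1.99 and 2.04 in juveniles 1 to 4, and 2.44 and 2.37 in adults 5 and 6. A change of 1.5 or more in the paper's direction was reached by the juvenile mean in 214 of the higher and 92 of the lower transcripts, and by the adult mean in 218 and 100. The transcripts were chosen by the study on captive libraries such as these, so their direction is not independent evidence. Of the sheet with all 3760 transcripts the copy used here holds the first 1999 rows, and no test was run on it.

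**Figure D1:**
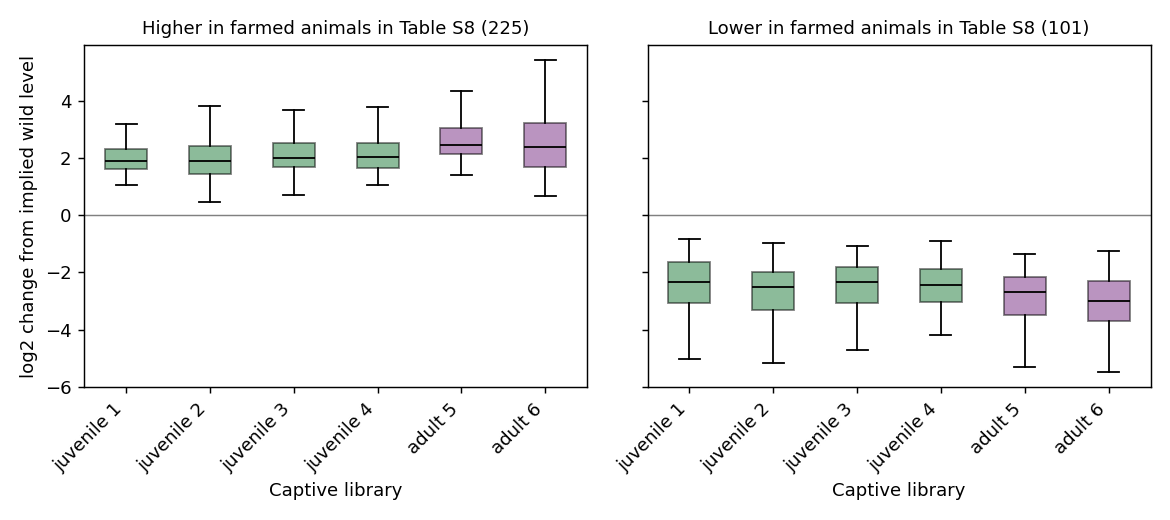
Change of each annotated transcript of Table S8 from the wild level derived from that table, on a log2 scale, for the 225 transcripts listed as higher (left) and the 101 listed as lower (right). Boxes give the median and quartiles over transcripts in each of the 4 juveniles (green) and 2 adults (purple), whiskers reach the farthest value within 1.5 box heights, values beyond are not drawn, and medians lie near 2 in the juveniles on the left and below -2 in every animal on the right.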

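Among the annotated transcripts, of which 225 are listed as higher and 101 as lower, some groups of related function are listed one way and others are divided, and no enrichment of a group was tested. All 12 transcripts of folding, glycosylation and stress sensing in the endoplasmic reticulum are listed as higher in farmed animals, with a median log2 change of 1.86 in the juveniles and 2.15 in the adults. The chaperone GRP78 stood at 284 ± 131 CPM and the chaperone gp96 at 380.3 ± 76.7 CPM (SD, n = 4 juveniles). All 12 transcripts of vesicle coats, endosomes and proton pumps are listed as higher too (median 1.70 in juveniles, 2.16 in adults), led in level by clathrin heavy chain 1 at 170.5 ± 36.7 CPM. Of 13 transcripts of central carbon and mitochondrial metabolism 12 are listed as higher (median 1.90 and 2.75), and of 12 contractile and muscle transcripts 10 (median 2.75 and 3.66). All 6 transcripts of the ciliary axoneme, the core of motile cilia, are listed as lower (median -2.82 in juveniles and -3.76 in adults), as are all 4 matched to translation elongation factor 1 alpha (median -2.21 and -2.19). Of 9 cytosolic ribosomal protein transcripts 6 are listed as lower and 3 as higher. The 8 transcripts of neural genes (5 higher, 3 lower) and the 8 of immune and defence genes (4 and 4) were divided. The 3 transcripts of DNA replication and chromosome cohesion are listed as higher (median 2.07 and 2.43). A nearest database match to bacteria was given for 13 transcripts, 9 higher and 4 lower. Names are those of the nearest database match in Table S8, mostly from other species, and the groups were drawn from a table the study made on captive libraries, so the counts are not independent evidence of direction.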

Gene names for each annotated transcript were retrieved when available. 

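Captive adults lay among the farmed juveniles on the main axis of variation and below all of them on the next, and a muscle transcript differed widely between single juveniles. The first 3 principal components of log2 CPM over 9979 transcripts held 37.2%, 29.5% and 19.3% of the variance. Juvenile 2 lay at 86.7 on the first component, the other 3 juveniles between -43.8 and -13.0, and adults 5 and 6 at -5.63 and 14.9. On the second component the juveniles lay between -16.6 and 62.1 and the adults at -25.2 and -55.7. Myosin heavy chain (locus 371), the motor of muscle, stood at 41.3 CPM in juvenile 2, against 1328, 316 and 1923 CPM in juveniles 1, 3 and 4, and 2071 and 1854 CPM in the adults. Spearman correlations across transcripts, which are not independent replicates, ran from 0.69 to 0.89 between juveniles, were 0.84 between the adults and 0.69 to 0.88 between a juvenile and an adult.
No transcript passed an adjusted p under 0.05 between the 4 juveniles and 2 adults in edgeR's quasi-likelihood test, where 828 had an unadjusted p under 0.05 (160 without adult 6 and 1650 without juvenile 2). DESeq2 gave 190 and edgeR's exact test 11, and on simulated counts without any change these gave 71 and 7. The 201 tested transcripts listed as higher in farmed animals were lower in juveniles than in adults as a list, with a median log2 fold change of -0.47 and 176 of 201 on that side (camera of limma, adjusted p over both lists = 3.1e-17, and adjusted p = 9.0e-04 with an estimated correlation). The estimated correlation was 0.0047, under the preset 0.01, so it does not account for the larger p. With a preset correlation camera takes its degrees of freedom from the number of transcripts, and with an estimated one from the animals. The preset p therefore does not measure variation between animals, here and for the groups below. The median over all 9979 transcripts was 0.11. For the 47 tested transcripts listed as lower the median was 0.09 and the mean -0.017, and camera of limma placed them below other transcripts (adjusted p = 0.678). The filter of 3 CPM in at least 3 juveniles and in both adults left these 47 of 101. It removes transcripts low in adults and also some low in juveniles, such as the collagen of locus 120715. Over all 101 under filterByExpr the median was 0.20 and limma placed them above (adjusted p = 0.764). Without adult 5 the direction of this limma test was the opposite (adjusted p = 0.842, with 0.114 to 0.978 over the alternatives with camera). Fry of limma, which tests against no change and not against other transcripts, gave an adjusted p of 0.991. With the preset correlation 7 of 15 groups tested by camera lay lower in juveniles at an adjusted p under 0.05. These were collagen and carbon metabolism (both adjusted p = 2.4e-04), mitochondrial 16S rRNA (9.1e-04), vesicle transport (9.5e-04), contractile and muscle transcripts (0.00177), bacterial matches (0.00196) and ribosomal proteins (0.00629). With an estimated correlation none did, the adjusted p being 0.234, 0.143, 0.234, 0.143, 0.254, 0.143 and 0.291 in that order. Carbon metabolism, vesicle transport, muscle, bacterial matches and mitochondrial 16S rRNA are made mostly of transcripts listed as higher, a list that itself lay lower in juveniles (median -0.47). Their medians were -0.66, -0.47, -0.65, -0.37 and -1.21. No group was tested against that list, so these calls cannot be told apart from its shift. The mean of the bacterial matches was -1.17, against -0.545 for the list, and 3 transcripts of loci 3503 and 9566 had -4.17 to -3.78. The muscle call was lost without adult 5 (adjusted p = 0.0609, with 4.8e-07 to 0.254 over the alternatives) and the ribosomal protein call without juvenile 4 (adjusted p = 0.0518, with 2.3e-04 to 0.291). Among carbon metabolism transcripts, NAD(P) transhydrogenase had a log2 fold change of -1.20 (standard error 0.36, adjusted p = 0.560 from edgeR).

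**Figure D2:**
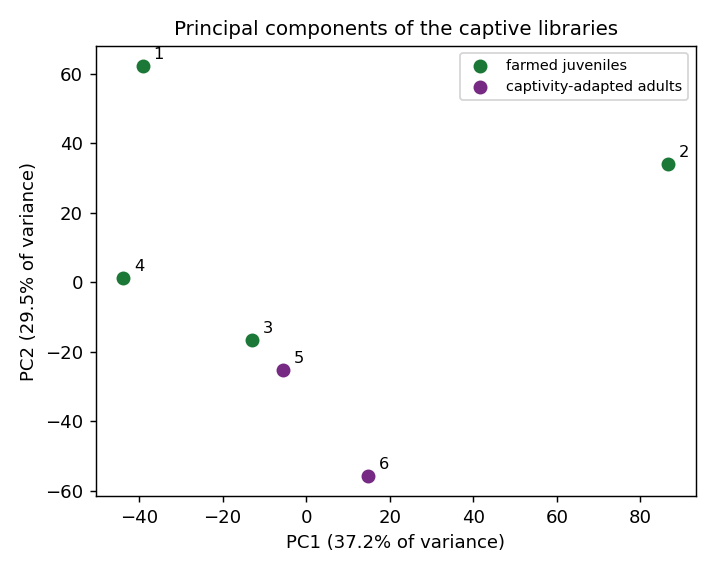
Principal components of log2 CPM in the 6 captive libraries, with the first component (37.2% of variance) on the horizontal and the second (29.5%) on the vertical axis, in score units. Each point is 1 animal, 4 juveniles in green and 2 adults in purple, and adult 5 lies close to juvenile 3 while juvenile 2 lies apart on the right.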

Principal components analysis (PCA) clearly separated the farmed (reared in culture or maintained in culture after capture) from the wild animals (Figure 5b). The contribution of each variable and the samples to the PCA are shown in Supplementary Figure S1.

The identified differentially expressed genes (DEGs) were mapped against the KEGG KO (KEGG Orthology) database, which contains molecular functions represented in terms of functional orthologs. The identified genes were mapped to 83 pathways (table KEGG_ko mapping, Supplementary Table S9), which are implicated in organism development and growth. 

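Transcripts of signalling and protein folding named for metabolic stress lay above the derived wild level in all 6 captive animals. MAPK14-1, a p38 stress-activated kinase (transcript 2 of locus 5407, 4979 nt), stood at 5.64 ± 2.05 CPM (SD, n = 4 juveniles), a log2 change of 2.97 from the wild level, where the paper's value in Table S8 is 2.89. The juveniles ranged from 2.21 to 3.51 and the adults stood at 3.07 and 2.25. TRPM2-like, a calcium-permeable channel opened by oxidative stress (transcript 11 of locus 7981), had 9.94 ± 2.05 CPM in the juveniles, a change of 2.78 (the paper's value is 2.96), and 10.6 and 17.5 CPM in adults 5 and 6. DNAJC3, an Hsp40 co-chaperone of the endoplasmic reticulum (transcript 28 of locus 1386), had 8.50, 3.57, 14.1 and 8.08 CPM in juveniles 1 to 4, a mean change of 2.30 (the paper's value is 2.34), and 11.1 and 7.75 CPM in the adults. For hsc70, the constitutive heat shock protein of the 70 kDa family (transcript 9 of locus 12), juvenile 2 stood at 26.9 CPM and the other 3 between 35.9 and 36.5 CPM, a mean change of 1.48 (the paper's value is 1.76), against 64.0 and 47.1 CPM in adults 5 and 6. Derived wild levels were 0.721 CPM for MAPK14-1, 1.45 CPM for TRPM2-like, 1.74 CPM for DNAJC3 and 12.1 CPM for hsc70. All but that of hsc70 lie under the 3 CPM of the paper's filter. The wild level was derived from the paper's own change, so the distance from it is not an independent result. Each of the 4 transcripts varied between juveniles by less than that distance. The widest spread was that of DNAJC3, with an SD of 0.81 on the log2 scale. Between juveniles and adults, hsc70 had a log2 fold change of -0.72 (standard error 0.33, adjusted p = 0.560 from edgeR's quasi-likelihood test).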

Several annotated genes involved in host responses to metabolic stress, including COXI, EIF2AK3, ATPA, MAPK14-1, HSP40, hsc70, and TRPM2, were upregulated in farmed *I. badionotus* (Table 2). The EIF2AK3 gene mapped to the Mitophagy pathway (ko04137). 

Of the annotated downregulated transcripts, Techylectin 5A, CREB1 and collagen mRNAs, were of particular relevance (Table 2). 

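Techylectin-5A, a fibrinogen-domain lectin of innate immunity (transcript 28 of locus 571, 615 nt), lay below the derived wild level of 66.9 CPM in all 6 captive animals. It stood at 16.7, 1.94, 10.1 and 9.68 CPM in juveniles 1 to 4, a mean of 9.61 ± 6.05 (SD, n = 4), and at 9.90 and 2.61 CPM in adults 5 and 6. The mean change of the juveniles was -2.80 on the log2 scale. The paper's value in Table S8, from which the wild level was derived, is -2.98. SOCS2, a suppressor of cytokine signalling, was also below its wild level in every animal, with 15.7 ± 6.11 CPM in the juveniles (6.66 CPM in juvenile 2) and 9.21 and 8.60 CPM in the adults. Other transcripts of the immune and defence group went the opposite way: dual oxidase 2-like, an enzyme that makes hydrogen peroxide, is listed as higher in Table S8 and stood at 399 ± 189.6 CPM in the juveniles and 761 and 1151 CPM in the adults. Within the group, 1 ferritin transcript (transcript 88 of locus 2435) passed the juvenile against adult test when adjusted over the list alone, here the 6 tested transcripts of this group, and none when adjusted over all 9979. The group was drawn from Table S8, made on captive libraries, so this is not independent evidence. The levels of this ferritin transcript were 41.1, 31.8, 19.2 and 29.1 CPM in juveniles 1 to 4 and 10.6 and 8.47 CPM in adults 5 and 6 (log2 fold change 1.67, adjusted p = 0.560 over all transcripts from edgeR). It was named after its values were seen. A second transcript with the same ferritin match (locus 83545) had 41.8 to 85.1 CPM in the juveniles, and 60.3 and 19.3 CPM in adults 5 and 6. Its log2 fold change was 0.72 (adjusted p = 0.677 over all transcripts from edgeR).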

Sea cucumber lectins are involved in host immune responses to infection, inflammation, cell-cell or cell-extracellular matrix interactions and self- recognition [18,19]. If lectin expression was low in the farmed animals, they were likely to be prone to immunological compromise and disease. CREB1 is a gluconeogenesis regulatory factor and linked to the Longevity regulating pathway. Collagen is a major component of the body wall of sea cucumber and any reduction in its synthesis, as suggested by the under-expression of collagen mRNAs in farmed *I badionotus*, is likely to greatly impair their health and well-being.

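Collagen mRNAs lay far below the derived wild level in every captive animal, and the mean of the juveniles lay below that of the adults in all 8 collagen transcripts of Table S8, of which 6 were tested and none passed. All 8 are listed as lower, with a median log2 change of -5.03 in the juveniles and -4.03 in the adults. The transcripts of loci 21639 and 25649 share a database match, and the other 6 share another. They may be pieces of fewer mRNAs, so the 8 are not 8 independent results. The estimated correlation between the 6 tested ones was 0.56. The derived wild level carries the listed changes. At locus 122233 the juveniles had 50.6 ± 24.9 CPM (SD, n = 4), adults 5 and 6 had 129 and 221 CPM, and the derived wild level was 1234 CPM. At locus 121206 the juveniles had 35.0 ± 18.5 CPM, the adults 93.5 and 113 CPM, and the wild level was 570.4 CPM. The transcript of locus 21639, matched to a type XI alpha 1 chain, had 21.1 ± 11.9 CPM in the juveniles, 50.2 and 68.8 CPM in the adults and 455 CPM at the wild level. Juvenile 3 stood apart at loci 121075 and 121087, with 22.8 and 66.7 CPM against 4.80 to 6.67 and 9.44 to 16.0 CPM in the other 3 juveniles, and lay above both adults, which had 20.1 and 21.6 CPM at the first and 50.1 and 26.7 CPM at the second. Against the adults, the 6 tested collagen transcripts had log2 fold changes from -1.79 (standard error 0.57, locus 122233) to -0.60 (standard error 0.83, locus 121087), each negative, and none passed edgeR's quasi-likelihood test (adjusted p from 0.560 to 0.819). From the lower collagen mRNAs of farmed animals, the paper proposes that collagen synthesis is reduced. As collagen is a major component of the body wall, it proposes that such a reduction harms the animals' health. The paper also cites preliminary extractions, in which collagen of farmed animals was more fibrous, harder to extract and a smaller part of the body wall.

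**Figure D3:**
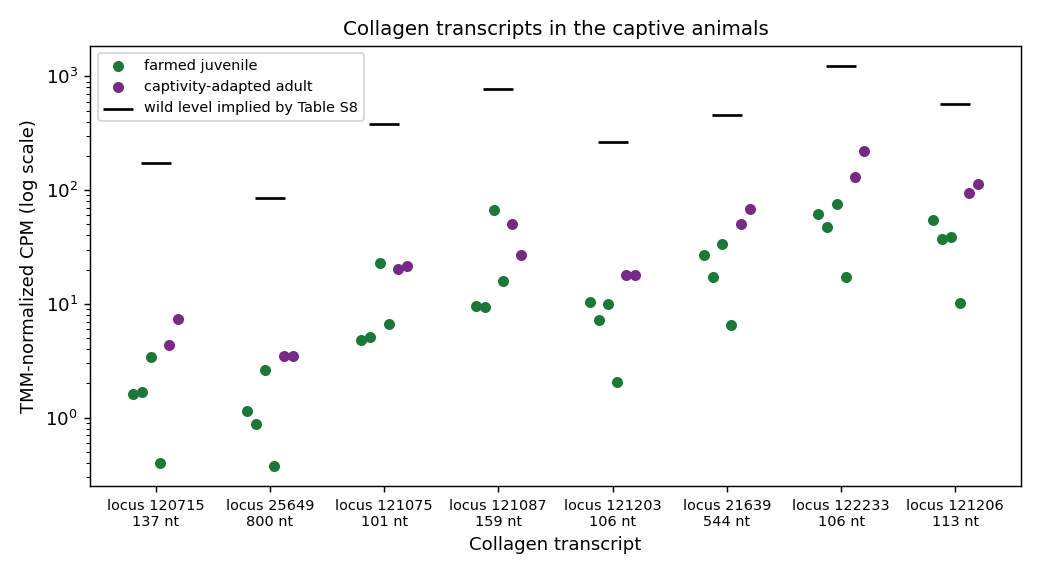
TMM-normalized CPM, on a log scale, of the 8 collagen transcripts of Table S8, with the transcript's locus and length below. Points are single animals, 4 juveniles in green and 2 adults in purple, and black bars are the wild levels derived from Table S8. Every captive animal lies below the bar, by the least at locus 121206, where adult 6 stands at 113 CPM.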

Preliminary collagen extraction studies done on body wall from wild and farmed *I. badionotus* do indeed indicate that the constituent collagens differ significantly (Olivera-Castillo, unpublished data). Collagen from farmed animals was more fibrous and difficult to extract by standard procedures [20] than that from wild counterparts and was of reduced proportion of body wall mass. 

### 2.7. Functional Enrichment between Wild and Farmed Sea Cucumbers

Enrichment analysis allows identification of overrepresented functional categories among differentially expressed transcripts. Some of the most important biological processes and molecular functions induced by captivity (Figure 6) were ATP synthesis (GO:0015986), proton-transporting ATP (GO:0046933), proton transport (GO:0015992) and the oxidoreductase process (GO:0016705). These functions are associated with energy synthesis for organism growth and proliferation. Other interesting significant functions were gluconeogenesis (GO:0006094), cytoskeleton (GO:0005200), and the vesicle process (GO:0030127). Other biological processes related to protein synthesis included protein folding (GO:0006457), protein glycosylation (GO:0006486), protein N-linked glycosylation via asparagine (GO:0018279), and unfolded protein binding (GO:0051082).

### 2.8. RT-qPCR Validation of Differentially Expressed Genes Induced by Captivity

We validated the DEG results produced in the wild vs. farmed (reared in culture) sea cucumber comparisons by sampling five sea cucumbers from the coast of the Yucatan state. We randomly selected eleven genes (oligo sequences in Supplementary Table S10) from the 303 transcripts (NT database hits) for validation analysis by RT-qPCR. In most cases, the RT-qPCR results exhibit behavior similar to the RNA-seq analysis (Figure 7), suggesting that our de novo assembly of the *I. badionotus* transcriptome is reliable.

## 3. Discussion

Sea cucumber (*Isostichopus badionotus*) is vital for maintaining the marine microenvironment and water quality due to its ability to scavenge calcareous algae, foraminifera, molluscs, and clear sedimentary detritus from the seabed [8,20]. However, a rapid decline in *I. badionotus* stocks from Yucatan’s coast due to overfishing has seriously compromised this ecological protection [4,5]. This exploitation of *I. badionotus* is due to its use as a substitute luxury seafood and as a potential source of health-promoting factors to replace traditional sea cucumber species whose wild stocks are already depleted [2,3,5,6]. Despite the high usage of *I. badionotus*, little is known about its general metabolism or indeed, its comparability to other sea cucumber species. To address this in part, the functional transcriptome of the body wall of wild-type *I. badionotus* from Yucatan has herein been described for the first time and compared with data available in the literature for other sea cucumber species. 

The transcriptome of wild-type *I. badionotus* yielded 132,257 consensus sequences, representing a total of 81,784 unique loci or unigenes. From these, 5275 assembled transcripts had hits with 3599 unique sequences from the NT database, while 21,783 had hits with 12,609 unique protein sequences from the Uniprot database. GO functional annotation identified 11,425 unique transcripts with 7390 highly specific GO terms and KEGG enzyme IDs. Amongst the biological processes, molecular functions, and cellular components identified those linked to cellular respiratory chain complex activity, positive regulation of cell growth and protection from generated reactive oxygen species were prominent. The transcriptome of wild *I. badionotus* had a high degree of similarity with that for *Apostichopus japonicus* [12,13,14,21,22,23,24], and *Stichopus horrens* [25] and the proteome reported for *Stichopus japonicus* [26]. The immune molecule progenitors identified in wild *I. badionotus* also closely matched those reported for other sea cucumber species [27,28]. 

Overall, the functional metabolic profile of wild *I. badionotus* from Yucatan is comparable with that of *A. japonicus* and other captured species. Recent studies have also shown that *I. badionotus* contains bioactive factors, such as glycosaminoglycans, peptides, saponins, and lectins, which have health-modulating properties comparable to those products from other sea cucumber species [2,3,29,30]. Therefore, *I. badionotus* from Yucatan is a proper alternative to traditionally used sea cucumber species. However, its ongoing capture from the wild is non- sustainable. To supply the commercial demands for this species a viable alternative to fishing, such as aquaculture, is needed. 

Studies on farming of *I. badionotus* are ongoing [9,10]. However, as with many sea cucumber species [8,20,31,32], rearing *I. badionotus* in culture has proved problematic with development and growth being variable and slow. Here we now show that the active transcriptome of farmed *I. badionotus* was much altered compared to its wild counterpart. Of 18,449 transcripts common to both sets of animals, twenty-one percent were differentially expressed in farmed *I. badionotus* (4% downregulated by 2.5 to 8.0-fold and 8% by 1.5 to 2.5-fold; 7% upregulated by 1.5 to 2.5-fold and 2% by 2.5 to 9.0-fold). 

The farmed *I. badionotus* studied here were first generation offspring derived from *I. badionotus* brood-stock collected from the same location off the coast of the state of Yucatan as the wild animals that were tested. The differential changes in their transcriptome were, therefore, due mainly to adaptational changes to the laboratory environment in which they were raised rather than longer-term effects of domestication or selection. Indeed, the findings of a recent study [33] indicate that these growth-limiting changes may be reversed if farmed juveniles are transferred to sea shelters close to the area of parental capture. In this case, growth of the juveniles was greatly increased compared to that laboratory environment [33]. This would be consistent with a previous report of little molecular variance between sea-based wild and cultured *A. japonicus* populations [34].

The present study’s data demonstrates that multiple aspects of normal host metabolism were disrupted in farmed *I. badionotus*. In the wild, the local environment, including season, pressure, temperature, light, salinity, and nutrient and micronutrient availability, greatly influence sea cucumber physiology and development [4,12,13,14,35,36,37]. While farmed *I. badionotus* were reared under conditions that approximated those off the Yucatan coast and received appropriate nutrients, our present findings indicate that some of these environmental or nutritional parameters were sub-optimal. Indeed, some of the differential changes observed could be associated with low pressure, intense lighting, inappropriate habitat, stress, microbiota, as well as nutrient or micronutrient deficiencies in the laboratory setting [12,38,39,40,41].

Major deregulated processes included the Mitophagy pathway, the Longevity regulating pathway and ATP synthesis coupled proton transport. Of the proportion of the transcripts that were annotated, the most significant changes were in collagen mRNAs (−4–5 to −5.8-fold) and cytochrome c oxidase subunit I (COI) gene (+5.5 to +9.0-fold).

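The largest changes of cytochrome c oxidase subunit I, a mitochondrially encoded subunit of respiratory complex IV, were carried by transcripts with very uneven levels between animals. Transcript 97 of locus 72 (477 nt) stood at 1767, 3492, 615 and 663 CPM in juveniles 1 to 4 (1634 ± 1348, SD, n = 4) and at 3249 and 7287 CPM in adults 5 and 6. Its mean change in the juveniles from the derived wild level of 4.12 CPM was 8.63 on the log2 scale, where the paper's value in Table S8 is 9.43. Transcript 42 of the same locus had 168 and 211 CPM in juveniles 1 and 2, 3.48 and 4.16 CPM in juveniles 3 and 4, and 480.0 and 10.6 CPM in the adults. Its change was 5.77 in the juvenile mean and from 1.01 to 6.89 in single juveniles (the paper's value is 6.37). Transcript 39 of locus 831 was more even, with 150.1 ± 85.9 CPM (SD, n = 4 juveniles), 158 and 143 CPM in the adults and a change of 5.40 in the juvenile mean. For collagen the changes of the juvenile means ran from -6.60 at locus 120715 to -4.03 at locus 121206. Of locus 72, 60 assembled transcripts were counted, so the division of its reads among them is uncertain.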

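EIF2AK3, the kinase that phosphorylates translation initiation factor 2 alpha under stress of the endoplasmic reticulum, was above the derived wild level of 1.66 CPM in each of the 6 captive animals. Its transcript 13 of locus 4592 (3613 nt) stood at 8.70, 4.77, 5.75 and 7.47 CPM in juveniles 1 to 4, a mean of 6.67 ± 1.75 (SD, n = 4), and at 7.05 and 5.86 CPM in adults 5 and 6. The change of the juvenile mean was 2.01 on the log2 scale, with single juveniles from 1.53 to 2.39, and the paper's value in Table S8 is 1.99. The spread between juveniles, an SD of 0.38 on the log2 scale, was smaller than the change. That change carries the paper's own value, from which the wild level was derived. Other transcripts of the same compartment also lay above their derived wild level in the mean. The chaperone calnexin had 169.7 ± 73.8 CPM and the protein disulfide isomerase PDIA3 173 ± 50.3 CPM in the juveniles. Between juveniles and adults EIF2AK3 did not pass edgeR's quasi-likelihood test, with a log2 fold change of 0.047 (standard error 0.36, adjusted p = 0.975) that turned to -0.17 without juvenile 1.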

The EIF2AK3 gene of the Mitophagy pathway was overexpressed in farmed *I. badionotus*. Mitophagy is the process by which damaged or stressed mitochondria are degraded and cleared by autophagy. EIF2AK3 is linked with the inactivation of the eukaryotic translation-initiation factor’s alpha subunit, reduced translational initiation, and repression of global protein synthesis [42]. In contrast to EIF2AK3, the gluconeogenesis regulatory gene CREB1 [43] of the Longevity regulating pathway was downregulated in the farmed animals.

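CREB1, the cAMP-responsive transcription factor, was below the derived wild level of 11.6 CPM in all 6 captive animals. Transcript 16 of locus 5485 (2567 nt) stood at 4.18, 1.85, 2.89 and 4.96 CPM in juveniles 1 to 4, a mean of 3.47 ± 1.38 (SD, n = 4), and at 1.38 and 2.47 CPM in adults 5 and 6. The change of the juvenile mean was -1.75 on the log2 scale, with single juveniles from -2.62 to -1.25. The paper's value in Table S8, from which the wild level was derived, is -1.98. Phosphoenolpyruvate carboxykinase 1, an enzyme of gluconeogenesis (transcript 14 of locus 10568), is the transcript of central carbon metabolism that Table S8 lists as lower, and stood at 5.19 ± 1.37 CPM in the juveniles and 2.55 and 3.06 CPM in the adults. Neither transcript reached 3 CPM in both adults, so neither entered the test between juveniles and adults.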

Mitochondrial function and viability may be significantly impaired in farmed *I. badionotus*. In addition to EIF2AK3, cytochrome c oxidase subunit 1 (COX1) and ATP synthase subunit alpha (ATPA), which are involved in the mitochondrial inner membrane electron transport chain were also upregulated. This change may be associated with the accumulation of reactive oxygen species, cytoplasmic acidification, caspase activation, and cell death [44]. 

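Of the 6 transcripts matched to COX1 in Table S8, 5 are listed as higher and 1 as lower. Each lay on its listed side of the derived wild level in all 6 captive animals. Transcript 49 of locus 72 (480 nt) was the most even among the juveniles, at 307 ± 36.6 CPM (SD, n = 4), with 425 and 726 CPM in adults 5 and 6. Its change of 1.97 on the log2 scale in the juvenile mean stands beside 2.34 in the paper's Table S8. Transcript 84 of that locus had 53.5, 25.2, 11.3 and 10.5 CPM in juveniles 1 to 4 and 18.5 and 23.4 CPM in the adults, a change of 4.18. Transcript 132 of the same locus (241 nt) went the opposite way, at 8.65 ± 4.55 CPM in the juveniles and 6.53 and 8.66 CPM in the adults against a derived wild level of 88.6 CPM. As a group COX1 did not pass between juveniles and adults in limma's camera (adjusted p = 0.103 with the preset correlation and 0.389 with an estimated one), and passed without juvenile 2 (adjusted p = 0.0287, and 0.0111 to 0.389 over its alternatives). Table S8 pairs no transcript with ATP synthase subunit alpha by name, and this gene was not analysed here.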

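Collagen transcripts below the derived wild level in farmed juveniles included short and long assembled sequences. Lengths ran from 101 to 159 nt for 6 of the 8, and were 544 nt at locus 21639 and 800 nt at locus 25649. For the 800 nt transcript the juveniles had a change of -6.08 on the log2 scale and the adults of -4.60, and for the 544 nt transcript -4.43 and -2.93. At locus 121203 (106 nt) the 4 juveniles had 10.3, 7.24, 10.0 and 2.05 CPM and adults 5 and 6 had 18.0 CPM each, against a derived wild level of 262 CPM. Of 5 matrix transcripts other than collagen, SCO-spondin (locus 19426) is the one Table S8 lists as lower, with 22.6 ± 14.7 CPM (SD, n = 4) in the juveniles and 57.2 and 69.4 CPM in the adults. The glycoprotein tenascin C is listed as higher and varied widely, at 39.7, 0.441, 27.8 and 23.7 CPM in juveniles 1 to 4.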

Collagen mRNAs were considerably downregulated in farmed *I. badionotus*. Since collagen is the major component (~70%) of the body wall of sea cucumber [45], this finding indicates that collagen production was significantly impaired or suppressed in these cultured animals. Preliminary extraction studies tend to confirm this in that the collagen of farmed *I. badionotus* was more fibrous, less readily extractable and a lower proportion body wall mass than that from wild counterparts. 

The diet offered to farmed *I. badionotus* was formulated per present knowledge of their requirements [8,9,10]. However, it cannot be excluded that important, yet unidentified nutrients or micronutrients were missing or deficient in the food. Alternatively, the digestion, absorption, and systemic processing/utilization of nutrients and micronutrients, including important organic and inorganic compounds, may be impaired due to modifications to digestive enzyme activity in the intestine and the constituent bacterial and fungal populations resulting from the culturing conditions [46,47,48,49,50,51]. 

Alternatively, the capacity of farmed *I. badionotus* to deal with and clear toxins and other deleterious cellular factors and metabolites may be compromised. The increased activity of ATP-dependent glucuronosyltransferases, which are responsible for the formation of glucuronides with a large variety of cytotoxic and genotoxic compounds and aid in their clearance [52], and increased expression of EIF2AK3 gene, which encodes a protein with critical roles in detection and initiation of cellular responses to endoplasmic reticulum stress [26], may be indicators of such disruption to systemic metabolism. The farmed animal may thus need to restrict metabolic activity to survive and remain healthy [31,53]. 

The transcriptome data presented here show the functional metabolism in wild *I. badionotus* from Yucatan was like that of *A. japonicus* and other widely captured sea cucumber species. However, when *I. badionotus* was raised and maintained in culture its metabolism was significantly disrupted and production of at least one major body component impaired. The exact factors responsible for these adverse changes in farmed *I. badionotus* and their modes of action need further detailed study particularly considering the urgent need to find a sustainable alternative to capture from the wild to supply the commercial market. 

## 4. Materials and Methods 

### 4.1. Collection of Wild Sea Cucumbers

Adult *Isostichopus badionotus* (Holothuria) were collected by coastal scuba diving off the state of Yucatan, México during June–July 2019. Collection was authorized via a permit (DGOPA/1009/210809/08761) issued by the National Aquaculture and Fishing Commission (Comisión Nacional de Acuacultura y Pesca).

Immediately after removal from the sea floor, the organisms were individually placed in plastic bags containing sea water from the collection site. At the surface, the bags were submerged in cold water inside coolers and kept at 22 to 24 °C, the water temperature range at the collection sites. This temperature control prevented proteolysis or autolysis. They were transported live to the laboratory. Before processing, individual length was measured with a plastic ruler in centimeter units and body weight measured with a spring scale in grams to 0.1 accuracy. This group was called “wild” sea cucumbers (14–25 cm, 160–420 g; Supplementary Table S1).

### 4.2. Cultivation of Sea Cucumbers

*Isostichopus badionotus* brood-stock had been collected from the same location and transported to the Sea Cucumber Aquaculture Laboratory, Telchac Puerto Marine Station, Center for Research and Advanced Studies (Centro de Investigación y de Estudios Avanzados—CINVESTAV). In the laboratory, the animals were kept in indoor fiberglass tanks forming part of a closed recirculating system including mechanical and biological filters, skimmer, and UV water-sterilization. Water temperature was maintained within a 24–26 °C range using chillers and air-conditioning. Laboratory photoperiod was a constant 13:11 (light:dark) to simulate summer conditions. The organisms were fed daily using a formulated mixture of algae meals (1:1:1; *Sargassum* sp.:*Ulva* sp.:*Macrocystis piryfera*) [8] mixed with washed and chlorinated beach sand. Before feeding, feces were removed by siphoning.

Brood-stock maintained under these culture conditions spawned spontaneously during the normal reproductive season of July to November without induction [9]. When spawning occurred, gametes were collected for artificial fertilization and incubated in 250 L fiberglass tanks. Larval feeding was done following Zacarías-Soto et al. [9], using live microalgae produced in situ and commercial microalgae concentrates (Instant Algae^®^, Reed Mariculture, Campbell, CA, USA). 

Early juveniles were transferred to fresh fiberglass tanks (see above) for subsequent growth. They were fed a mix of algae enriched with Algamac^®^ (Aquafauna Bio-Marine, Hawthorne, CA, USA), and supplemented with periodic additions of live and concentrated diatoms, following published protocols [8,9,10]. First generation individuals of approximately two years of age were collected for the transcriptome analysis; these were called “farmed” sea cucumbers (5–7 cm, 17–43 g) (Supplementary Table S1).

### 4.3. RNA Isolation, cDNA Library, and Illumina Sequencing

Both the wild and farmed sea cucumbers were processed by first washing with cold sterile distilled water to remove excess sea salt followed by immediate and rapid evisceration. Each body wall was cut into several pieces (approx. 1 cm^2^), and each piece immersed in 1 mL RNAlater™ stabilization solution (Ambion^©^, (Thermo Fisher Scientific), Mexico City, MX)^©^, Cat. AM7021), snap frozen in liquid N_2_ and stored at −80 °C until use. Total RNA was extracted using TRIzol Reagent^®^ (Ambion^©^, Cat. 15596-026) essentially in accordance with Puch-Hau et al., 2019 [54]. Quantification of total RNA was done with a Qubit 2.0 (Thermo Fisher Scientific, Mexico City, MX, Mexico), and its quality [RNA integrity number (RIN)] assessed using an Agilent 2100 Bioanalyzer^®^ with the RNA 6000 Nano Lab Chip Kit^®^ (Agilent Technologies^©^, Santa Clara, CA, USA). Total RNA with a RIN score >7.0 was accepted for cDNA library preparation. Isolation of mRNA, cDNA synthesis, and library preparation were done using the TruSeq Stranded mRNA Sample Preparation Kit^®^ (Illumina^©^, San Diego, CA, USA). Briefly, the poly(A)+ mRNA fraction was isolated from total RNA, using poly(T) oligo attached to magnetic beads. Following purification, the RNA was fragmented and primed with random hexamers, and reverse transcribed using SuperScript II Reverse Transcriptase (Invitrogen^©^, Thermo Fisher Scientific, Mexico City, MX) with addition of actinomycin D. Second-strand synthesis was done using polymerase I and RNaseH, with replacement of dTTP for dUTP to generate the double-stranded cDNA (ds-cDNA). The ds-cDNA fragments were 3′-end adenylated and ligated to Illumina paired-end sequencing adapters. Finally, the products were purified and enriched with PCR to create the final indexed double-stranded cDNA library. The quality and size distribution of the cDNA libraries was validated using a TapeStation Genomic DNA system^®^ (Agilent^©^). Library construction and sequencing were done at the National Institute of Genomic Medicine (Instituto Nacional de Medicina Genómica—INMEGEN, México City, MX). Paired-end sequencing was conducted on an Illumina NextSeq 500 platform to generate 2 × 76 or 2 × 150 paired-end (PE) reads.

### 4.4. Short Reads De Novo Assembly

Quality of the raw reads was checked using FASTQC tools [55] to identify any deviations or problems in the sequencing process. The resulting raw reads were pre-processed by consistently trimming Illumina sequencing adaptors to discard low quality read pairs using a Q24 threshold Trim Galore v.0.5.0 tool. Duplicated reads were removed to reduce redundancy and improve assembly process computational efficiency, using the same software.

The Velvet v.1.2.1 sequence assembler tool [56] was used for de novo transcriptome assembly with a multi-k assembly pipeline. Length of k-mers ranged from 51 to 23, and the corresponding estimated insert length for each sequenced library was used as a parameter. A total of nine assemblies, obtained with higher and lower k-mer lengths, were selected based on the higher N50 values obtained, and then merged using Oases v.0.2.08 [57] to obtain the final assembly. Finally, the CD-HIT v.4.7 tool [58] was used to remove redundant transcripts, with a 90% similarity threshold.

Quantitative measures of the de novo assembled transcriptome were generated by comparing the generated assembly to previous assemblies from closely related species using the BUSCO software v.4.0.2 [59].

### 4.5. Functional Annotation

The de novo assembled transcriptome was annotated using the Basic Local Alignment Search Tool (BLAST) [60] locally, with parameters such as max target seqs set to 1, best hit overhang set to 0.1 and best hit score edge set to 0.1. Queried sequence databases were the NCBI nucleotide (NT), Uniprot and RNACentral databases [61,62]. BLAST analyses results were filtered against nucleotide and protein databases, and only hits with an e-value score equal to or lower than 0.001 retained. For sequence annotation with GO terms the annotated sequences against the Uniprot database were introduced into the Blast2Go v.5.1 tool [63]. Default parameters were used which allow a compromise between coverage and correctness of the assigned functional GO term. The predicted proteins were functionally annotated according to three different functional categories available in the GO database: biological process, molecular function, and cellular component.

### 4.6. Functional Enrichment

A functional enrichment analysis was run using the GO functional information, based on hypergeometric distribution and using the R ver. 3.2.3 statistical software. Following a Fisher’s exact test, the false discovery rate (FDR) adjusted *p*-value was set at a 0.05 cut-off.

### 4.7. Differential Expression between Sea Cucumber Body Wall Transcriptomes, and Pathway Analysis

The newly assembled transcriptome from wild *I. badionotus* was used as reference for sequence alignment. The sequenced paired-end reads from each sample of both groups (wild and farmed) were mapped against the reference transcriptome using the Hisat2 software [64] setting rna-strandness parameter to FR. Only reads showing a unique match were counted as valid alignments. The resulting count table was analyzed using the edgeR (v 3.20.9) [65] library in the R environment. After calculating normalization factors to scale the raw library sizes, exact tests were applied to evaluate differences in the mean counts for each transcript between both groups, and setting the False Discovery rate (FDR) statistical significance level below 0.05. Transcripts exhibiting a minimum expression level value of 3 CPM in at least three samples in both groups were considered as consistently expressed and were used in the differential expression analysis. Differentially expressed genes (DEGs) were mapped to their corresponding pathways using the KO (KEGG Orthology) database, a database of molecular functions represented in terms of functional orthologs [66].

### 4.8. Gene Validation

Eleven DEGs from the comparative transcriptome analysis were used for validation. Eight wild and eight farmed animals were chosen for gene validation (see Supplementary Table S10 for the complete set of primers used herein). After weighing and measuring, the animals were washed, quickly eviscerated and the epidermis removed from the body wall. The body wall was snap frozen in liquid nitrogen and quickly macerated into powder. A ≈ 100 mg sample of this powder was placed in 1 mL Trizol^®^ (Invitrogen^©^). Total RNA was isolated with RNA Direct-zol RNA (Thermo Scientific^©^). The RNA was analyzed by 1.2% agarose gel electrophoresis, quantified using a NanoDrop 2000c^®^ (Thermo Scientific) and RNA quality analyzed with the Qubit system. Genomic DNA (gDNA) was removed using the TURBO DNA-free™ Kit (Ambion^©^, Cat. AM1907) per manufacturer instructions and confirmed by PCR analysis of the 16S rRNA gene. Synthesis of cDNA was done with the RevertAid H Minus First Strand cDNA kit^®^ (Thermo Scientific^©^). The RT-qPCR was done with a Rotor Gene Q (2-plex) real-time PCR detector (Qiagen^©^, Hilden, Germany) using Quantinova SYBR Green PCR master^®^ (Qiagen^©^). Four RT-qPCR reactions were run, including non-template reactions as negative controls. Thermo-cycling conditions were 5 min at 95 °C, followed by 40 cycles of 15 s at 94 °C, and 45 s at an annealing temperature (Ta), depending on each primer pair. Dissociation curves were generated to verify amplified product specificity. The expression levels of selected DEGs were normalized by comparison to MTB2 internal reference genes. Values for Ct were exported, the fold-change was estimated as relative gene expression levels using the ddCt method, transformed to log2 scale, and compared with transcriptome data [67,68]. 

### 4.9. Ethics Statement

The capture of wild organisms was done with the authorization, participation, and supervision of scientific personnel of the National Fisheries Institute, Yucalpeten, Yucatan, Mexico (INAPESCA, CRIP-Yucalpeten). Sea cucumber handling and euthanasia comply with the Mexican Official Standard for the Care and Use of Laboratory Animals (NOM-062-ZOO-1999) and with the rules of the Internal Committee for the Care and Use of Laboratory Animals of CINVESTAV.

## 5. Conclusions

De novo transcriptomes for the body wall from adult *I. badionotus* from Yucatan captured in the wild or grown in culture have been generated for the first time. The functional metabolic profile of wild *I. badionotus* was comparable with that in the literature for *A. japonicus* and other regularly captured species. In conjunction with recent findings that *I. badionotus* contains bioactive factors, such as glycosaminoglycans, peptides, etc., which have health-modulating properties, the present data indicates that *I. badionotus* from the wild can be used as a substitute for traditionally captured sea cucumber species.

The data for first generation farmed *I. badionotus* revealed that their functional transcriptome was greatly altered compared to that of their wild counterparts. This disruption to host metabolism had multiple possible causes. Despite the animals being reared under conditions approximating those off the Yucatan coast and having received appropriate nutrition, the data indicates that aspects of their growth environment and availability or utilization of nutrients and micronutrients were sub-optimal. An important indicator of the combined adverse effects was that several key metabolic pathways that are important in effective handling and accretion of nutrients and energy, or clearance of harmful cellular metabolites were disrupted or dysregulated. For example, collagen mRNAs were greatly reduced, and collagen protein deposition was impaired. 

The nature of the environmental or nutritional factors responsible for the disruption of metabolism in farmed *I. badionotus* remains unknown, but the present data gives useful insights into the difficulties associated with aquaculture of this important species.

## Figures and Tables

**Figure 1:**
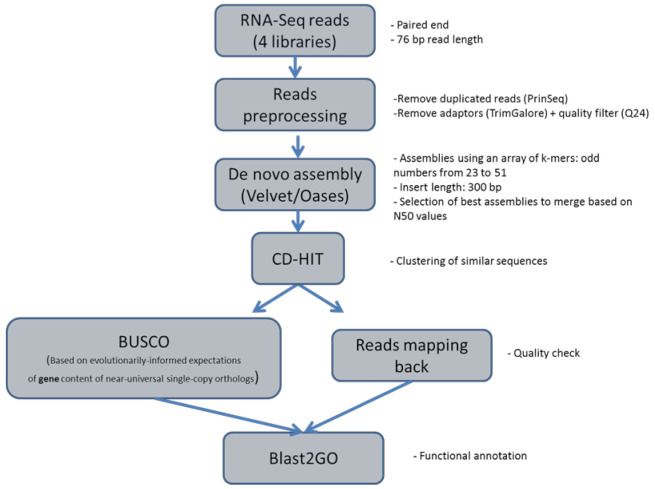
Bioinformatics pipeline used for transcriptome de novo assembly.

**Figure 2:**
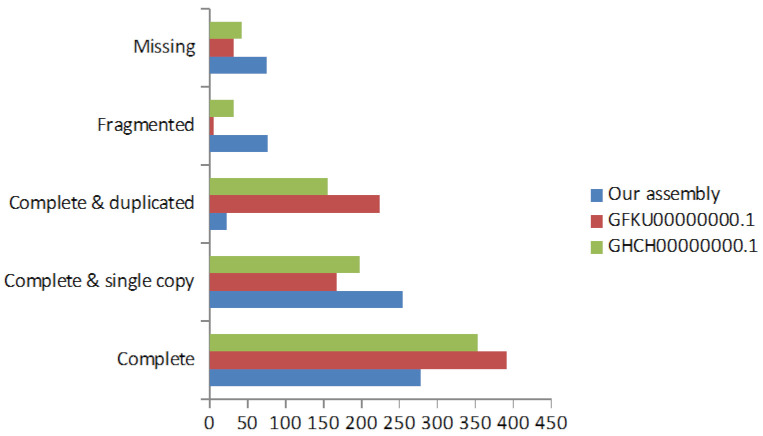
Comparison of BUSCO results among three assemblies. Quantitative assessment of transcriptome completeness for the newly assembled wild cucumber transcriptome, and comparison with related publicly available transcriptome assemblies.

**Figure 3:**
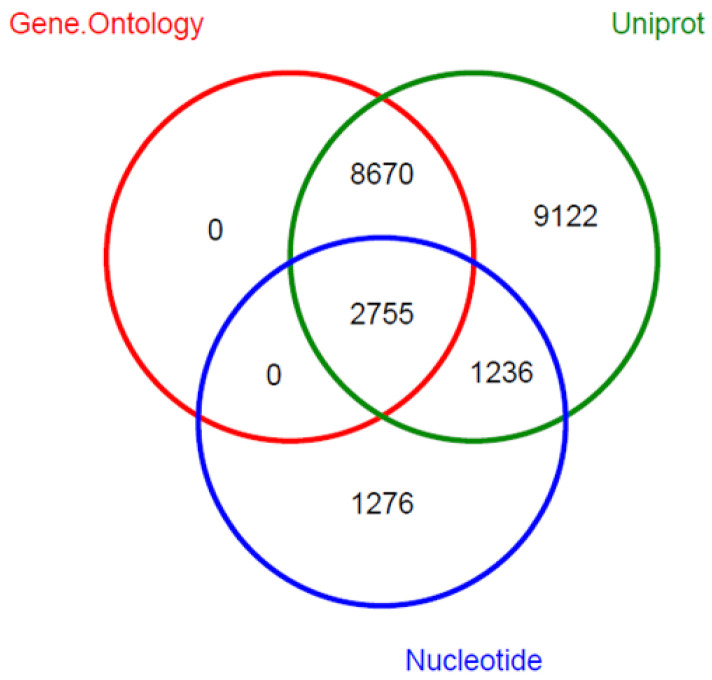
Distribution of annotated unigenes across databases. Venn diagram for common annotated unigenes in NT, UniProt and Gene Ontology databases.

**Figure 4:**
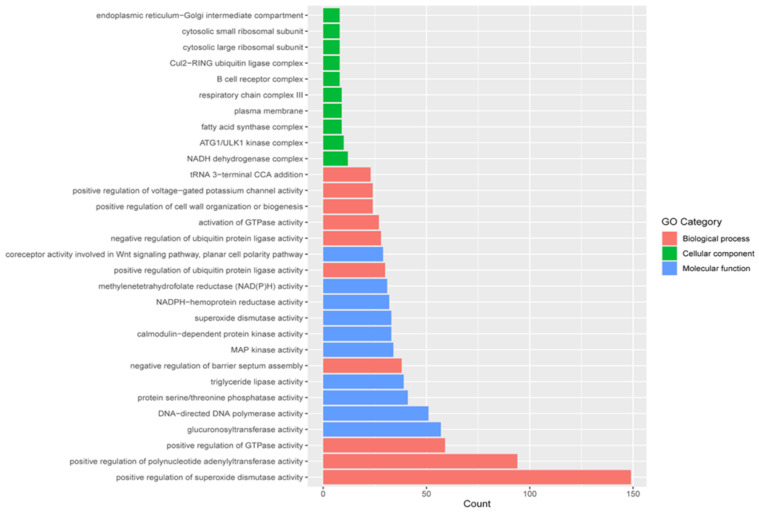
Gene Ontology (GO) classification of wild sea cucumber body wall assembled transcripts.

**Figure 5:**
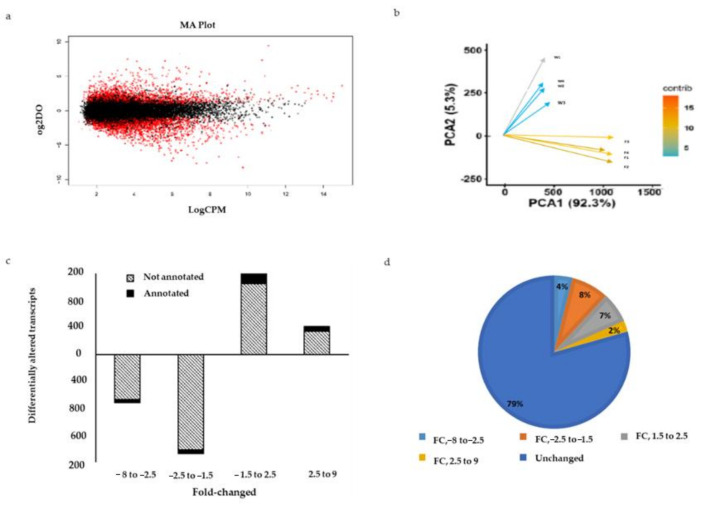
Transcriptomic comparisons between wild and farmed sea cucumbers. (**a**) MA plots of differentially expressed genes (DEGs) between wild and farmed sea cucumbers. Red dots show transcripts with a false discovery rate (FDR) < 0.05. (**b**) PCA and variable contribution to the transcriptomic data. (**c**) Differentially altered transcripts. (**d**) Percentage of altered transcripts.

**Figure 6:**
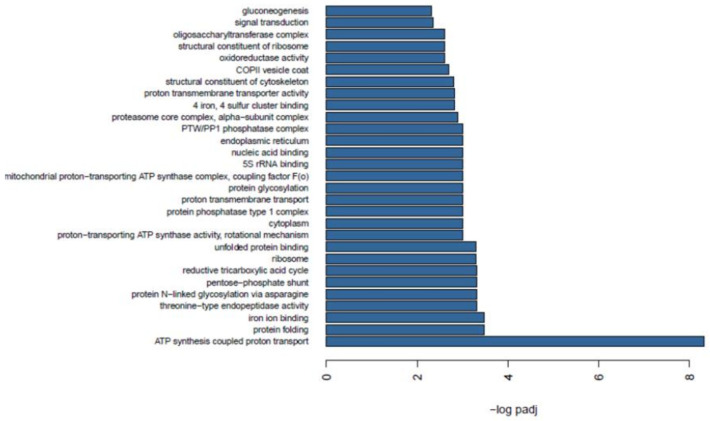
Gene Ontology (GO) analysis of sea cucumber differentially expressed genes modulated in farmed animals.

**Figure 7:**
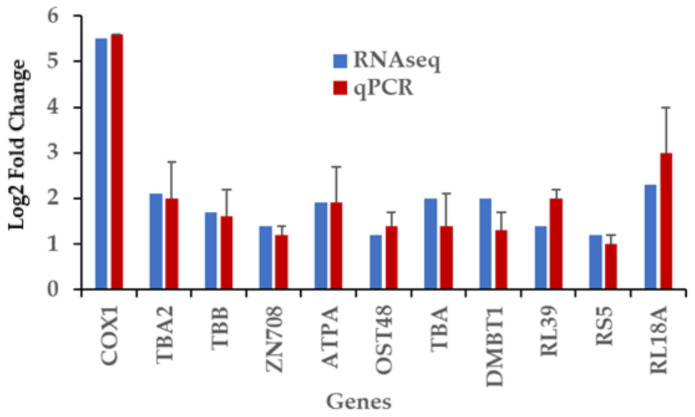
Reverse-transcription real-time PCR validation of eleven genes differentially modulated by captivity. COX1, cytochrome c oxidase subunit 1; TBA2, tubulin α chain 2; TBB, Tubulin β chain; ZN709, zinc finger protein 709; ATPA, ATP synthase subunit α; OST48, dolichyl-diphosphooligosaccharide-protein glycosyltransferase non-catalytic subunit; TBA, tubulin alpha chain; DMBT1, deleted in malignant brain tumors 1; RL39, ribosomal protein L39; RS5, ribosomal protein S5; RL18A, ribosomal protein L18a. Data is expressed as relative expression compared to that of wild sea cucumbers (*n* = 5).

**Table 1:** Summary statistics of sequence alignment process.

Sample *	Number of Paired Reads	Aligned Concordantly 0 Times	Aligned Concordantly Exactly 1 Time	Aligned Concordantly >1 Time	Overall Alignment Rate
W1	43,091,441	14,423,783 (33.5%)	21,501,037 (49.9%)	7,166,621 (16.6%)	83.90%
W2	38,520,780	15,694,808 (40.7%)	16,972,681 (44.1%)	5,853,290 (15.2%)	75.50%
W3	41,558,460	16,415,528 (39.5%)	18,538,978 (44.6%)	6,603,954 (15.9%)	76.60%
W4	37,099,576	15,847,351 (42.7%)	16,619,310 (44.8%)	4,632,915 (12.5%)	84.30%
F1	22,251,490	11,211,107 (50.4%)	8,994,180 (40.4%)	2,046,203 (9.2%)	63.60%
F2	22,603,025	10,767,121 (47.6%)	9,890,391 (43.7%)	1,945,513 (8.6%)	67.40%
F3	29,004,587	12,871,831 (44.4%)	12,775,028 (44.0%)	3,357,728 (11.6%)	67.40%
F4	19,755,626	9,614,938 (48.7%)	8,230,706 (41.7%)	1,909,982 (9/7%)	65.90%

* W = Wild; F = Farmed.

**Table 2:** Selection of transcripts differentially expressed in farmed *I. badionotus*.

Gene	Fold Change
Cytochrome c oxidase subunit I (COXI)	+6-fold
Eukaryotic translation initiation factor 2-alpha kinase 3 (EIF2AK3)	+2-fold
ATP synthase subunit alpha (APTA)	+2.2-fold
Mitogen-activated protein kinase 14 (MAPK14-1)	+2.9-fold
Heat Shock Protein-40 (HSP40)	+2.3-fold
Heat Shock protein cognate70	+1.7-fold
* TRPM2	+2.9-fold
Cyclic AMP-responsive element-binding protein 1 (CREB1)	−1.9-fold
Techylectin 5A	−2.9-fold
Suppressors of cytokine signaling 2 (SOCS2)	−2.6-fold
*I. badionotus* isolate FAO44 16S ribosomal RNA (mitochondrial)	−3.9-fold
Collagen mRNAs	~−5-fold

* Transient receptor potential cation channel subfamily M member 2-like.

## Data Availability

The raw reads for wild animals were deposited in the Sequence Read Archive in the GenBank database. Data from corresponding samples are available in the following links: Wild1 (https://www.ncbi.nlm.nih.gov/sra/SRX8584713), Wild2 (https://www.ncbi.nlm.nih.gov/sra/SRX8584714, accessed on 9 April 2021) Wild3 (https://www.ncbi.nlm.nih.gov/sra/SRX8584711, accessed on 9 April 2021), Wild4 (https://www.ncbi.nlm.nih.gov/sra/SRX8584712, accessed on 9 April 2021). BioProject PRJNA639785 (https://www.ncbi.nlm.nih.gov/bioproject/PRJNA639785, accessed on 17 February 2021). The raw reads from the farmed individuals were used to evaluate differential gene expression and are available in the GEO database with ID GSE157183 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE157183, accessed on 9 April 2021).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22083882/s1. Supplementary Figure S1: Contig and PCA analysis of differentially expressed genes between wild and farmed sea cucumber Isostichopus badionotus. (A) Contig size distribution generated by Velvet. (B) Log-log plots showing the relation of contig lengths to the number of reads assembled into each. (C) Correlation among samples. (D) Multidimensional scaling plot of the analyzed RNA-Seq samples. (E) Hierarchical cluster analysis of differentially expressed genes. Supplementary Table S1: Summary of weight, length, age and life status of each Isostichopus badionotus collected for RNAseq analysis, Supplementary Table S2: Summary of data quality of sequencing data used for de-novo assembly before and after pre-processing, Supplementary Table S3: Summary of obtained assemblies using different k-mer length. Based on the best N50 values, selected assemblies for merging are highlighted, Supplementary Table S4: Summary statistics of de novo assembly for Isostichopus badionotus transcriptome and its functional annotation, Supplementary Table S5: Gene Ontology (GO) specific term frequency, Supplementary Table S6: Overall alignment rates obtained after mapping wild *I. badionotus* samples against 3 different genomic references, Supplementary Table S7: Top 10 Genes detected after mapping Wild2 sample (W2), Supplementary Table S8: Differentially expressed transcripts showing a hit with NT database. Data includes gene symbols without determined orthologs (LOC) and locus tags obtained from sequencing projects. Supplementary Table S9: KEGG_ko mapping, Supplementary Table S10: Primers used in the expression analysis by RT-qPCR.

## Abbreviations

ATPA	ATP synthase subunit alpha
BLAST	Basic Local Alignment Search Tool
COX1	cytochrome c oxidase subunit 1
CREB1	CAMP responsive element binding protein 1
DEG	Differentially expressed gene
EIF2AK3	Eukaryotic Translation Initiation Factor 2 Alpha Kinase 3
FDR	False discovery rate
GO	Gene Ontology
KO	KEGG Orthology
RT-qPCR	Reverse transcription qualitative real-time polymerase chain rection
SRA	Sequence Read Archive

How the deposited data were processed for this re-analysis (not part of the article)

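RNA of the body wall of 6 captive I. badionotus was measured: 4 animals labelled as juveniles in captivity, taken as the farmed animals of the paper, and 2 labelled as adults adapted to captivity. The authors mapped paired-end reads with HISAT2 (version not given in the sources used here), with the strand setting FR, to the transcriptome they had assembled from wild animals, counted only reads with a unique match, and deposited raw counts per assembled transcript with one column per animal. In the paper these counts were then scaled and tested with edgeR 3.20.9. The deposited counts were used as they stand, with library sizes equal to the column totals, which lie between 21714696 and 31742950. Names of transcripts come from the nearest database matches in the paper's Table S8, whose annotated transcripts (225 higher and 101 lower) are all among the 129776 counted ones. No reference genome was used, and no wild library was analysed here.

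Computation used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Levels are CPM on totals scaled by TMM, and CPM from plain library totals was used where a filter is described. Transcripts with 3 CPM in at least 3 juveniles and in both adults were tested, which left 9979, between 4 juveniles and 2 adults with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, without covariates. This comparison is not the paper's, which set wild against farmed animals. Groups of related transcripts were fixed from the names in Table S8 before the counts were seen and tested with camera on voom values, with a preset correlation of 0.01 and with an estimated one, and with fry, wherever at least 3 members were tested. The groups were collagen, COX1, mitochondrial 16S rRNA, ribosomal proteins, elongation factor 1 alpha, folding in the endoplasmic reticulum, tubulins, contractile and muscle transcripts, cilia, neural genes, immune genes, carbon metabolism, vesicle transport, DNA replication, other matrix genes and bacterial matches. The groups for cilia, muscle and neural genes also stand for other cell types of the body wall. The annotated transcripts listed by the paper as higher and as lower were tested as 2 further lists. Principal components used log2 CPM with a prior count of 2. The share of transcripts under 150 nt among the lists was compared with Fisher's exact test, two-sided. In groups of 4 values, a value far from the others was found with Dixon's ratio above 0.829. A wild level was derived from Table S8 as described beside the data, and the match between Table S8 and the captive libraries was computed for all 57 sets of 2 or more libraries.

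Named transcripts were set by a rule before the counts were seen, after the paper's tables had been read: every transcript that Table S8 pairs with a name used in the paper's text, Table 2 or Fig. 7, the named transcripts with the largest significant change between juveniles and adults, of which there were none, up to 2 unnamed transcripts in each direction by the same rule, also none, and the 5 most abundant transcripts of the juveniles. Examples of groups were named after their values had been seen. A name covered by this rule is not reported here, and it was taken out of the named transcripts after the analysis had been run.

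The tests were tried on simulated counts for the 9979 transcripts with the means and totals of the real libraries, where 200 transcripts were changed, 50 at each fold. At 2-fold, 4-fold, 8-fold and 16-fold the quasi-likelihood test recovered 0%, 28%, 66% and 96% of them, with 3 false among 98 calls. DESeq2 recovered 24%, 74%, 92% and 96% with 114 false among 257 calls, and the exact test of edgeR 2%, 44%, 88% and 98% with 22 false among 138. The comparison of library sets was tried on noise-free data, which checks its algebra only.

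Alternatives set before the data were examined covered the normalization (upper quartile, DESeq2 size factors, library totals alone), the tool, the filter, summing counts per locus, leaving out transcripts under 150 nt or of mitochondrial loci, the set test and leaving out each animal in turn. A further 4 alternatives were added after the data had been seen, of which 3 use all 6 captive animals in place of the juveniles and 1 leaves bacterial, rRNA and mitochondrial matches out of the lists of Table S8. The long sheet of Table S8 was held in part, the first 1999 of 3760 rows, and entered no test.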

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

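The test with Dixon's ratio was planned, while the values of bacterial matches and of the 28S rRNA locus in the adults were singled out after they had been seen. Dixon's ratio was computed in 60 sets of 4 juvenile values and 6 were past its critical value, where chance gives about 1 in 20. Juvenile 3 stood above the other juveniles in the collagen transcripts of loci 121075 (22.8 CPM) and 121087 (66.7 CPM). Juvenile 2 stood below the others in hsc70 (26.9 CPM) and in SOCS2 (6.66 CPM), and above them in the share of counts on mitochondrial loci (21.5%). Juvenile 3 was also above the other juveniles in the share of counts on a locus matched to 28S rRNA (5.43%), and in adult 6 this share was 8.85%. In adult 6 the transcript 9 of locus 9566, whose nearest match is a skin bacterium of the genus Propionibacterium, stood at 570 CPM, against 189 CPM in adult 5 and 8.48 to 51.0 CPM in the juveniles. No explanation was tested for these values.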

How the results depend on the processing

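Among the alternatives reported here, 4 were added after the data had been seen and all others were set before. No paired analysis was made, because nothing in the sample labels pairs juveniles with adults. No transcript passed between juveniles and adults in edgeR's quasi-likelihood test (828 at an unadjusted p under 0.05, 160 without adult 6, 1650 without juvenile 2 and 585 to 1000 without another animal), and none under upper quartile scaling, filterByExpr, counts summed per locus, without transcripts under 150 nt or of mitochondrial loci, or without any 1 animal. With DESeq2 190 passed (92 higher and 98 lower in juveniles, 88 of them with a log2 change of 1.5 or more, 625 without an adjusted p), with edgeR's exact test 11 (1 higher, 10 lower, all 11 at 1.5 or more) and with no filter 7 (2 higher, 5 lower, all 7 at 1.5 or more). The number of transcripts at the minimum level in juveniles, 17426, was 30622 at 1 CPM and between 12821 and 18716 otherwise, the highest over all 6 captive libraries, an alternative added later. Of the groups, 7 passed with the preset correlation, 0 with an estimated one, 4 with fry and 12 under filterByExpr, and 6 to 10 when 1 animal was left out. The share of the first component, 37.2%, was 39.1% over the 500 most variable transcripts, 43.7% without TMM and 35.7% to 50.5% without 1 animal. The list of higher transcripts kept its direction under every alternative computed for it, with medians from -0.39 to -0.68. Library totals without TMM were not among these. The TMM factor was 0.586 in adult 6 and 1.04 to 1.32 in the juveniles, so dependence of this shift on the scaling stays open. The list of lower transcripts turned from below to above other transcripts in limma's camera under filterByExpr (adjusted p = 0.764), without transcripts under 150 nt (adjusted p = 0.114) and without adult 5 (adjusted p = 0.842), with adjusted p from 0.160 to 0.978 over the animals left out. Immune genes turned under upper quartile scaling (limma, adjusted p = 0.958) and without juvenile 2 or 3 (0.739 to 0.938 over the animals left out), and elongation factor 1 alpha without juvenile 4 or adult 5 (0.0797 to 0.801). Fry placed immune genes higher in juveniles (adjusted p = 0.634), but it tests against no change and camera against other transcripts, so this is not a turn of the same test. The log2 fold change of EIF2AK3 turned under upper quartile scaling (-0.043), DESeq2 (-0.024) and without juvenile 1, juvenile 4 or adult 6 (-0.17 to 0.20 over the animals left out). In the same way COX1 turned at transcript 84 without juvenile 1 (-0.49 to 0.46), at transcript 39 without juvenile 3, juvenile 4 or adult 5 (-0.53 to 0.14) and at transcript 42 without adult 5 (-2.35 to 3.20). DNAJC3 turned without juvenile 2 or adult 5 (-0.52 to 0.16), and without adult 5 also tubulin transcript 57 (-1.01 to 0.025) and the glycosyltransferase subunit of locus 6017 (-0.42 to 0.049). Without adult 6, tubulin transcript 4 (-0.13 to 0.78) turned. None of these had passed a test, and the cause was not tested. Where 1 adult is left out, the other is assumed to vary like the juveniles. With 2 adults, changes of 4-fold or less were mostly below what the quasi-likelihood test recovered on simulated counts.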

Differences from the paper's values

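The comparison with all 6 captive libraries, and the derived wild level that rests on them, were chosen after the values had been seen. The other comparisons were set before the data were examined, but the juvenile changes use that wild level. The following values are changes of the 4 juveniles from the wild level derived from Table S8, beside the paper's log2 change, and the derived level itself uses all 6 captive libraries. For transcript 49 of locus 72, matched to COX1, the value was 1.97 and the paper's 2.34. For the mitochondrial 16S rRNA it was 1.96 at transcript 24 of locus 5720 (the paper's 2.48), 2.68 at locus 86390 (the paper's 3.23) and 2.03 at transcript 5 of locus 761 (the paper's 2.55). For hsc70 it was 1.48 and the paper's 1.76. With CPM from library totals and no TMM all 5 came within the spread between juveniles, as did locus 86390 without juvenile 1 or juvenile 3 and locus 761 without juvenile 3. They did not under DESeq2 size factors, over totals without the mitochondrial loci or with any other animal left out. Over all 6 libraries the 5 values equal the paper's by construction.
The paper gives a farmed group of 4 animals and, at its PCA, counts animals kept in culture after capture among the farmed ones, and the levels of Table S8 follow the mean of 6 captive libraries more closely than that of the 4 juveniles. It states a filter of 3 CPM in at least 3 samples of both groups, while 554 of the 2229 distinct transcripts of Table S8 in the copy used here have fewer than 3 captive libraries at 3 CPM. The paper's text gives 303 annotated transcripts, and the annotated sheets hold 225 higher and 101 lower ones. The paper calls the values of its Table 2 fold changes, and 8 of them lie close to the log2 changes of Table S8: for MAPK14-1 the table has 2.9, the log2 change in Table S8 is 2.89, and its fold would be 7.40. The paper's text gives COX1 as higher in farmed animals, while its own Table S8 lists 5 of 6 COX1 transcripts as higher and transcript 132 of locus 72 as lower. The log2 change of transcript 132 from the derived wild level was -3.36 in the juveniles. Of the 6 transcripts matched to 16S rRNA, Table S8 lists 4 as higher and 2 as lower.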

Other observations

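The tests of library sets, of both assignments to Table 1, of transcript length in the lists and of collagen length, and the position of adults against the derived wild level, were chosen after the result was seen, while the tests of juveniles against adults, the splits of the libraries and the counts by transcript length were set before. Of the groups not described with the PCA, none passed limma's camera between juveniles and adults with the preset correlation, and with alternatives some did. DNA replication lay lower in juveniles by a median of -0.47 over its 3 transcripts (camera of limma, adjusted p = 0.0562, and 0.234 with an estimated correlation), and passed with fry (adjusted p = 0.0404), as did carbon metabolism, vesicle transport and bacterial matches at the same value. It also passed with camera without juvenile 1 (0.0468), juvenile 2 (0.0287) or adult 6 (0.0443), with an adjusted p from 0.00489 to 0.234 over its alternatives. Folding in the endoplasmic reticulum had a median of -0.22 and 11 of 12 transcripts lower (adjusted p = 0.0776 from limma, 0.00568 without adult 6 and 4.6e-04 to 0.470 over its alternatives). Tubulins had -0.50 (adjusted p = 0.103 from limma, 9.6e-04 without adult 6 and up to 0.858 over the alternatives). Other matrix genes had -0.025 (0.103), neural genes -0.14 (0.447), elongation factor 1 alpha -0.010 (0.760) and immune genes -0.041 with a mean of 0.035 (0.928). For cilia 1 transcript was tested. Among bacterial matches 3 transcripts passed when adjusted over the list alone, here the 11 tested bacterial matches, and none over all transcripts. In addition to transcript 9 of locus 9566, these were transcript 4 of that locus, with 1.87 to 8.91 CPM in the juveniles and 28.4 and 96.5 CPM in adults 5 and 6, and transcript 24 of locus 3503, with 2.53 to 15.5 CPM in the juveniles and 55.7 and 242 CPM in the adults.

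Among the other named transcripts, those of tubulins, the oligosaccharyl transferase and a zinc finger protein lay above the derived wild level in all 6 animals. That is the side on which Table S8 lists them. The alpha tubulin of transcript 74 of locus 1055 had 32.0 ± 13.3 CPM in the juveniles (SD, n = 4), and 44.2 and 49.5 CPM in adults 5 and 6. The zinc finger protein of locus 5382 had 6.56 ± 0.887 CPM, and the 48 kDa subunit of the oligosaccharyl transferase 27.8 ± 10.4 CPM. Among the other mitochondrial 16S transcripts, locus 92057 had 5958 ± 2319.9 CPM in the juveniles, locus 86390 had 8081 ± 2612 CPM, and locus 92067, which lay below the derived wild level of 787 CPM, had 29.9 ± 35.8 CPM.

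The farmed levels implied by Table S8 followed all 6 captive libraries. Over the annotated transcripts the SD of the log2 difference between implied and measured level was 0.496 for the 4 juveniles alone and 0.0398 for all 6 libraries, the lowest of 57 sets, which argues against the juveniles alone as the farmed group of that table and is in line with all 6. Table 1 of the paper leaves 22217951 to 32382727 reads per farmed library for unique matches, if counts are uniquely aligned reads, and over 24 assignments of the juveniles to these libraries at least 1 column total exceeded them, at best by a ratio of 1.17. This argues against the juveniles as the farmed libraries of that table under that assumption. Of 360 assignments of 4 of the 6 captive libraries, 3 were without an excess, and all 3 held both adults and juvenile 2. With adults 5 and 6 and juveniles 1 and 2 as F1, F2, F3 and F4 the ratios were 0.982, 0.985, 0.980 and 0.977, with an SD of 0.00493 on the log2 scale, the lowest of all assignments (the next was 0.0429). Table 1 is thus in line with a farmed group of both adults and 2 juveniles, under the same assumption and in a test made after these ratios had been seen. The paper describes the farmed animals of its PCA as reared in culture or held there after capture. Its total of 2.93e+08 raw reads from farmed animals is more than the 4 farmed libraries of Table 1 hold, at 19755626 to 29004587 read pairs each. Table 1 may therefore list only part of the farmed libraries behind Table S8. The paper does not say so, and this was not tested.

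In the median of TMM-scaled levels, adults adapted to captivity lay farther from the derived wild level than farmed juveniles. Their median log2 change over the higher transcripts was 2.41 against 2.02 in the juveniles, and over the lower -2.71 against -2.32. A change that belongs to rearing on the farm alone stays open, because the transcripts appear to have been selected on libraries that held these adults, and the derived wild level uses them too. Juveniles differed from adults over the higher transcripts by a median of -0.47. This was outside the -0.18 to 0.21 of 100 simulations without an effect in which transcripts were selected on all 6 libraries. The simulations drew each transcript independently, so their range leaves out shifts that many transcripts of a single animal share. A value outside it therefore cannot decide whether the adults differ as a group. The filter, which removes transcripts low in juveniles or in adults, left 47 lower transcripts. Over these the median was 0.09, inside the -0.37 to 0.52 of the same simulations. Over all 101 under filterByExpr it was 0.20, so a shift of the lower transcripts between juveniles and adults stays open. From the sequencing alone, captivity itself as the source of the change cannot be told apart from sequencing run and read length. The same holds for body size, as the paper's wild animals were larger than its farmed ones, and for the assembly, which used wild reads only. Wild libraries were read at 76 nt and farmed ones at 150 nt, and no wild library was analysed here. The paper also compared some of its differing genes by RT-qPCR, which involves no sequencing reads. It reports behaviour like that of the RNA-seq in most cases. Age and origin stay open as untested differences between juveniles and adults. No transcript passed between them in any of the 15 splits of the 6 libraries into 4 and 2 (real value 0, highest other 0), and 15 splits are too few for a share under 0.05. At an unadjusted p under 0.05 the real split gave 828 of 9979 tested transcripts. The filter followed each split, and 3 other splits gave more, 1599 of 9561, 945 of 12031 and 892 of 12574. As a share of those tested, only the first of these was higher than the real split.

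Short transcripts were more frequent among the paper's lower than its higher transcripts. Of 101 lower transcripts 19 were under 150 nt, against 2 of 225 higher ones (Fisher's exact test, two-sided, p = 7.0e-09, and 1.1e-06 without collagen). Loss of 150 nt reads on short transcripts is a candidate explanation that cannot be told apart from the condition, as read length follows the groups, and the planned ratio of counts per nucleotide was void because the median of the reference length class, 150 nt or more and under 200 nt, was 0 in every juvenile. For collagen, length alone is argued against by the 800 nt transcript of locus 25649, with a log2 change of -5.41 in the paper's Table S8.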
